A study of Homo sapiens with 108 samples. Its data were reported in "Integrated multi-omics analysis of zinc-finger proteins uncovers roles in RNA regulation" (2024).

How the data were processed

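RNA from HEK293T cells, a transformed human embryonic kidney line, was profiled by SLAM-seq after short hairpin RNA (shRNA) knockdown of BRCA1, CNOT4, MAZ, PHF7, ZFP36L1, ZMAT3, ZMAT5 or ZNF706, or with a non-targeting hairpin (NT). In SLAM-seq, cells build 4-thiouridine (4SU) into new RNA. Alkylation then makes reverse transcriptase read each 4SU as C, so a labelled transcript carries T>C mismatches. Per the labels, cells were kept in 10 µM 4SU for 24 h, with a change of medium every 8 h, and were then chased with 1 mM uridine for 0, 2, 4 or 8 h before lysis. The 9 arms, 4 chase times and 3 replicates give 108 libraries. The paper's methods call the replicates biological, and QuantSeq libraries read from the poly(A) end were sequenced.

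The authors trimmed the reads, aligned them to hg38 with SlamDunk 0.4.3, whose aligner does not splice reads across introns, and kept reads that map to several places. The tables deposited per library hold read counts for 69079 3′ UTR intervals in 19761 genes, with the count of reads called T>C and the count of multimapped reads. Further deposited columns give counts of covered T positions and of T>C conversions per interval. The deposited CPM column is scaled to all mapped reads of a library, not to its reads in 3′ UTRs alone. The deposited conversion rate is a fraction, conversions over covered T positions, and equals that ratio to rounding in each file. A variant mask, a base-quality minimum and a strand setting are not given in the sources used here, so overlapping genes on opposite strands cannot be told apart where their intervals overlap.

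From these tables, read counts, T>C reads, conversions and T coverage were summed per gene. The files carry Ensembl identifiers. GENCODE release 44 names 19501 of them, and the other 260 are given by identifier. Gene coordinates are those of that annotation on hg38, 1-based. Counted bases are shared with another gene in 987 genes, and these are marked where named. The share of multimapped reads is given where it is high among the mRNAs named by the rule below, since reads of near-identical copies cannot be assigned. Reads in 3′ UTRs numbered 63659 to 30750027 per library, median 14870063. Reads carry no molecular identifiers here, so floors and intervals cover counting error only. Where a gene had no read in any library of a group, its fold is a lower bound against a floor of 3 counts over that group, and fitted log2 values of such genes depend on the prior count.

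Expression was tested per knockdown with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, filterByExpr) on the 12 libraries of that knockdown and the 12 NT libraries, with chase time as a factor and 19 residual degrees of freedom. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with a fold change over 1.2 either way, the thresholds of the paper's RNA-seq analysis. Values given with fold changes are TMM-normalised CPM, mean ± SD over n = 12 libraries. A further edgeR test asked whether the difference depends on chase time, and another compared 8 h with 0 h within NT.

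Decay rates were tested with edgeR on conversions per gene, with the log of T coverage as offset, in genes over 5 CPM in at least 2 replicates at each chase time of both arms. The tested term is the difference in slope over chase hours, and genes were called at an adjusted p under 0.05. Half-lives followed the paper's methods: libraries over 5 CPM, at least 2 replicates at each chase time, replicate means set to 1 at 0 h, a first-order curve, and R² over 0.6. The shift is the median of log2(half-life in the knockdown over that in NT). The exact two-sided permutation test used another statistic, the difference in median log2 half-life between the replicate-wise curves of both arms. With 3 values against 3, its smallest p is 0.1. Labelling at 0 h was tested the same way. The slope of ln(pooled T>C rate) on chase hours was tested with 100000 two-sided permutations within chase times, adjusted over the 8 knockdowns. The pooled rate covers 1985 genes that pass the filter in each library.

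Before the data were examined, 21 gene lists were fixed: the targeted genes, immediate-early and short-lived mRNAs, reported ZFP36-family targets, p53 targets, CCR4-NOT and PAN2-PAN3 deadenylases, decapping, exonuclease, exosome and nonsense-mediated decay (NMD) factors, NMD reporter mRNAs (18 of 23 matched), integrated stress and unfolded protein response genes, interferon-stimulated genes, heat shock genes, G1/S genes, G2/M genes, homologous recombination genes with BRCA1 partners, minor (U12) spliceosome proteins, oxidative phosphorylation genes, cholesterol genes, markers of other cell types, ribosomal proteins, ZNF-named mRNAs, mRNAs with an AU-rich element (ARE) in the counted 3′ UTR, and genes with a U12-type intron. Each list was tested with camera of limma 3.58.1, at a preset inter-gene correlation of 0.01, in the expression and in the decay model, adjusted over 168 list and knockdown tests per model. The effect on decay of the ARE core heptamer TATTTAT was ranked among the 21 heptamers of the same base composition, adjusted for UTR length and A+T content.

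Genes are named by a rule fixed before the data were examined. It takes the targeted gene. For expression it takes called genes with the same sign at all 4 chase times and at least 10 mean CPM, the 6 highest and 6 lowest fold changes. For decay it takes called genes with a half-life in both arms, the 5 with the largest slower and 5 with the largest faster change (with none called, the 3 smallest p). It also takes up to 4 called members per list that passes, and the 8 shortest and 8 longest NT half-lives. Any other gene named was chosen after its values were seen.

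Alternatives covered scaling (RLE), DESeq2 1.42.0, limma on log rates, low-count and CPM filters (1, 20 and 100), R² over 0.8 or no minimum, a straight-line fit, T>C reads over reads, 0 h libraries alone, no 8 h libraries, reads summed over chase times, the other 7 knockdowns as control, an estimated inter-gene correlation, a replicate left out, and 2 doubtful libraries left out. All tests used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.

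Most tests were tried on simulated data that copy MAZ against NT. The tests of labelling at 0 h, of half-life shifts by permutation and of NT at 8 h against 0 h were not. Over 12075 simulated genes, 11.9% of genes changed 1.5-fold, 41.8% of those changed 2-fold and 65.2% of those changed 4-fold were called, with 5 unchanged genes among the calls. Over 7223 simulated genes, the decay test called 1% of genes with their rate multiplied by 0.5 and 6% of those multiplied by 2, at the spread these libraries have, with 2 unchanged genes called, and estimated and simulated changes correlated across genes at r = 0.81. With the dispersion divided by 50, a step added after the low recall was seen, it called 73% and 90%. The decay test can therefore miss most changes of that size in these libraries. The half-life fit gave a median ratio of 0.999 to the simulated values over 6032 genes, of which 99.9% got a half-life. In the real libraries 72.8% of NT curves and 86.0% of MAZ curves passed. The simulated curves were therefore cleaner, and this ratio does not show the accuracy reached in these libraries. A simulated slope difference of 0.04 per h in the pooled rate was estimated as 0.054 with a permutation p of 0.0719.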

Results

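The series asked how zinc-finger proteins that bind RNA shape the lifetime of mRNAs. HEK293T cells carried a hairpin against 1 of 8 such proteins or the non-targeting hairpin (NT), and each arm was sampled at 0, 2, 4 and 8 h of chase with 3 replicates, giving 36 groups and 108 libraries. Reads in 3′ UTRs, the depth behind each value, ranged from 8206060 to 13359455 in NT. Median depth by arm was 8901564 for BRCA1, 4529224 for CNOT4, 18876904 for MAZ, 20547246 for PHF7, 6158870 for ZFP36L1, 17856086 for ZMAT3, 17141085 for ZMAT5 and 21007825 for ZNF706. The shallowest library, PHF7 8 h replicate 3, held 63659 reads. The next, CNOT4 2 h replicate 3, held 1781724 reads in 6495 detected genes. Both CNOT4 and ZFP36L1 libraries covered fewer T positions per read than the rest, 27.7 to 34.0 and 25.9 to 33.0 against 37.1 to 37.8 in NT. Within CNOT4, the 8 h libraries stood apart, with 5.82% to 5.91% multimapped reads against 9.34% to 11.9% at the earlier times, and the header of their files names another kind of label. The number of detected genes was 11137 to 11825 per NT library, 10102 to 11710 for BRCA1, 12777 to 13627 for MAZ and 13185 to 13828 for ZMAT3.

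The targeted mRNA was read first in every library, as a check of the labels. MAZ mRNA (a zinc-finger transcription factor; chromosome 16, 29806106 to 29811164, plus strand, hg38) fell to 12.2% of NT, with 102 ± 12.1 against 842.5 ± 98.2 normalised CPM (SD, n = 12 each), a log2 change of −3.04 (SE 0.076, adjusted p = 3.0e-27). ZMAT5, a protein of the minor spliceosome (chromosome 22, 29730956 to 29767011, minus strand), fell to 10.4% (log2 −3.26, SE 0.61, adjusted p = 2.3e-04). ZMAT3, a p53-induced RNA-binding protein (chromosome 3, 178960121 to 179072215, minus strand), fell to 24.9% (log2 −2.004, SE 0.31, adjusted p = 2.7e-05), and ZNF706 (chromosome 8, 101177878 to 101206193, minus strand) to 48.9% (log2 −1.03, SE 0.22, adjusted p = 0.0021). BRCA1 mRNA (chromosome 17, 43044295 to 43170245, minus strand) stood at 53.4% of NT, 49.2 ± 24.99 against 91.4 ± 17.0 CPM, and did not pass (log2 −0.91, SE 0.25, adjusted p = 0.22), although it did without the low-count filter (adjusted p = 0.0083). CNOT4, a ubiquitin ligase tied to the CCR4-NOT deadenylase complex (chromosome 7, 135361795 to 135510145, minus strand), was not lower, at 97.5% of NT (log2 −0.04, SE 0.34, adjusted p = 0.954). PHF7 (chromosome 3, 52410660 to 52423641, plus strand) had no read in 3 of its own libraries and in 6 NT libraries, so its 23.8% of NT (log2 −2.07, SE 1.18, adjusted p = 0.336) is too thinly covered to tell. ZFP36L1, which binds AU-rich elements and recruits deadenylases (chromosome 14, 68787660 to 68796253, minus strand), went against its label: its mRNA rose to 174% of NT, 62.6 ± 12.4 against 36.5 ± 16.9 CPM (log2 0.80, SE 0.21, adjusted p = 0.0023). The rise stayed but did not pass in the 0 h libraries alone, against the other 7 knockdowns or without replicate 1. Since that mRNA was not lower, these are called the libraries labelled ZFP36L1. Where arms are listed, ZFP36L1 stands for that label only. A 3′ tag reads the mRNA and not the protein, and a hairpin can also block translation.

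**Figure D1:**
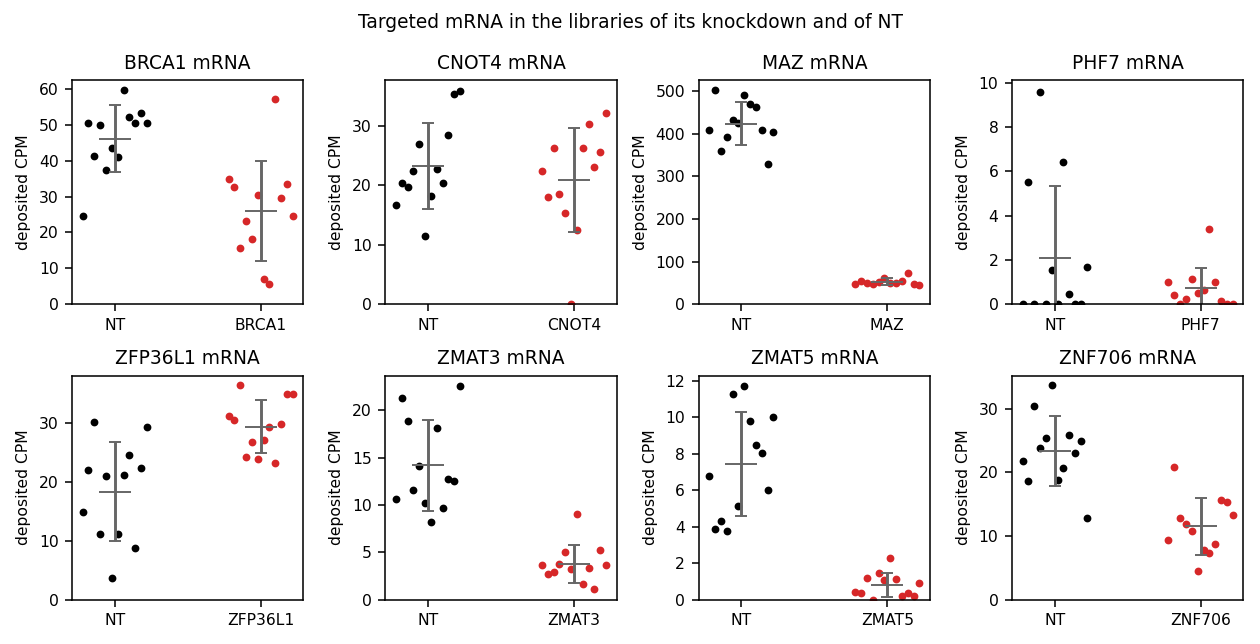
Deposited CPM of each targeted mRNA in the 12 libraries of its knockdown (red) and the 12 NT libraries (black), points in order of chase time, with mean and SD in grey. MAZ, ZMAT3, ZMAT5 and ZNF706 lie below NT, ZFP36L1 lies above it, and PHF7 is near 0 in both.

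Each mRNA named for its own size of change, apart from members of lists and mRNAs named after their values were seen, kept its direction at all 4 chase times. Multimapped reads made up 70.5% of those of RPL36A, 86.3% of RPS7, 88.2% of RPS13, 89.4% of RPL3, 89.7% of RPL21, 92.6% of RPS27, 95.7% of RPS26 and 99.3% of RPS9. They made up 28.2% in RPS10, 22.5% in HSPD1, 99.5% in HSPA1B and 100% in PPT2-EGFL8, which shares its bases with another gene, as does ENSG00000264324. MAZ mRNA was also lower in 6 other knockdowns, where it was not the target. Its log2 changes were −1.56 in ZMAT5, −1.01 in PHF7, −0.997 in the libraries labelled ZFP36L1, −0.97 in ZNF706, −0.93 in CNOT4 and −0.65 in ZMAT3, each with 12 libraries against 12 and the largest adjusted p at 5.8e-09. In BRCA1 it stood at 0.05 (adjusted p = 0.992).

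The NT libraries gave the background of mRNA turnover. The median half-life was 3.27 h over 5544 mRNAs, and curves from single replicates gave 2.61 ± 0.0721 h (SD, n = 3). Immediate-early and short-lived mRNAs such as MYC and JUN had a median of 1.14 h (23 genes), reported ZFP36-family targets 1.76 h (12 genes), ZNF-named mRNAs 1.90 h (129 genes) and p53 targets 2.07 h (14 genes). The mRNAs with an AU-rich element stood at 2.81 h (1469 genes). Heat shock mRNAs had 5.95 h, oxidative phosphorylation mRNAs 10.99 h and ribosomal protein mRNAs 11.5 h (47 genes). Among the 8 longest values were 29.4 h for SMS, spermine synthase, 34.6 h for RPN1, 44.5 h for GABARAP, an autophagy protein, those of ARPC1A and an unnamed gene, and 55.8 h for NME2, which shares its counted bases with NME1-NME2. The bases of GABARAP, ARPC1A, RAPGEF6 and both unnamed genes are shared too. In the other arms the median was 13.3 h for SMS, 15.6 h for RPN1, 10.9 h for GABARAP and 13.6 h for NME2, and no curve of a single NT replicate gave a half-life for GABARAP or NME2. The 8 shortest fitted values ran from 0.0547 h for TBC1D31 to 0.0645 h, the same value in FER, PHYKPL, ARFGEF2 and RAPGEF6. ANKIB1, FZD7 and an unnamed gene lay between them. The first sample after 0 h was at 2 h, so the chase cannot resolve values this short, and they are not read as half-lives. The median over the other arms was far longer, 2.96 h for TBC1D31 (4 arms with a half-life) and 2.34 h for RAPGEF6 (8 arms). The ARE core TATTTAT ranked first of the 21 heptamers of its composition for faster loss of label in NT, by 0.0338 per h. For transcript levels at 8 h against 0 h, with 3 libraries each, edgeR called 0 of 12126 genes, with 615 at an unadjusted p under 0.05, while DESeq2 called 96. The smallest p was that of the chaperone mRNA HSPA1B (log2 0.62, SE 0.12, adjusted p = 0.217), which has a near-identical copy.

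Labelling at the start of the chase differed between arms. The pooled T>C rate at 0 h was 1.75% ± 0.082 of T positions in NT (SD, n = 3 in each arm), 2.81% ± 0.175 in MAZ, 2.87% ± 0.490 in ZMAT3, 2.21% ± 0.209 in ZNF706 and 2.13% ± 0.0728 in PHF7. It was lower in CNOT4, at 1.37% ± 0.0696, and in ZMAT5, at 1.23% ± 0.0392. These 6 differences exceed the spread of the replicates, each at the smallest exact permutation p the design allows, 0.1 (two-sided, adjusted p = 0.133). BRCA1, at 1.68% ± 0.0299 (exact p = 0.2), and the libraries labelled ZFP36L1, at 1.77% ± 0.145 (exact p = 0.9), did not stand apart. By 8 h, NT kept 43.2% of its rate at 0 h, and it lost 9.96% of the rate per h. None of the 8 slopes differed from NT after adjustment (permutation test, lowest adjusted p = 0.243), and CNOT4 came closest with 7.20% per h (unadjusted p = 0.0304).

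**Figure D2:**
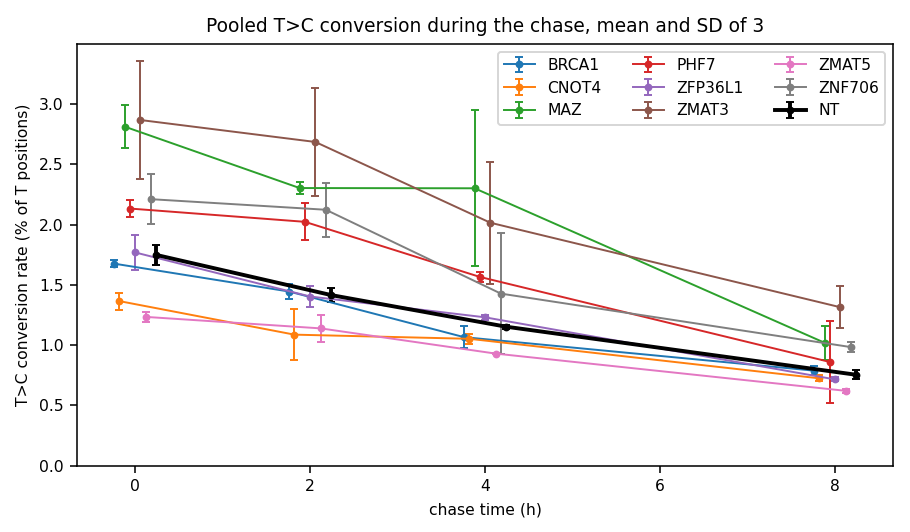
Pooled T>C conversion rate in percent of T positions against chase time in hours, mean and SD of 3 libraries per arm. MAZ and ZMAT3 start at 2.81% and 2.87%, above NT at 1.75%, and the arms lie closer together at 8 h.

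The median half-life shift against NT was above 0 in all 8 knockdowns, and in 6 of them, without BRCA1 and CNOT4, each replicate-wise curve lay above those of NT. Over mRNAs with a half-life in both arms, the median log2 shift was 0.54 in ZMAT3, 0.46 in PHF7, 0.37 in ZMAT5, 0.33 in MAZ, 0.27 in ZNF706 and 0.14 in the libraries labelled ZFP36L1, whose target was not lower. Over the same mRNAs the medians were 4.83 h against 3.27 h in NT for ZMAT3, 4.52 h against 3.203 h for PHF7, 4.18 h against 3.19 h for MAZ, 4.03 h against 3.18 h for ZMAT5, 3.99 h against 3.25 h for ZNF706 and 3.65 h against 3.28 h for ZFP36L1. Without 1 replicate number the shift ran from 0.21 to 0.81 in ZMAT3 and from 0.24 to 0.61 in PHF7. With a straight line it was 0.024 in MAZ. Other measures did not all go this way. Rates of single mRNAs were lower than in NT for 46.0% in MAZ and 44.02% in the libraries labelled ZFP36L1 (median rates higher by 0.00799 and 0.0117 per h). The pooled rate fell by 11.8% per h in MAZ, 11.9% in PHF7, 10.3% in ZNF706 and 10.5% in the libraries labelled ZFP36L1. These slopes were steeper than in NT, although none passed. That of PHF7 rests on the shallow 8 h replicate 3 library (0.473% against 1.08% and 1.03% in replicates 1 and 2). Without that library it was less steep than in NT. All 3 replicate-wise curves lay above all 3 of NT in these 6, the smallest exact p of 3 against 3, 0.1 (two-sided). The tested replicate-wise differences ran from 0.31 in ZMAT5 to 0.67 in PHF7 (log2). BRCA1 shifted by 0.02 (3.25 h), but its replicate-wise difference was −0.055 (exact p = 0.3). CNOT4 shifted by 0.23 (3.41 h against 2.94 h), but its replicate-wise difference was −1.47 (exact p = 1). Its replicate 3 curve rests on the shallow 2 h library, with a median of 0.0727 h, too short for the chase to resolve. Among the most abundant mRNAs, over 100 CPM, the shift was 0.08 in MAZ and −0.03 in the libraries labelled ZFP36L1, but 0.46 in ZMAT5 and 0.35 in ZMAT3. Half-lives under 1 h were frequent in NT (273 genes) and BRCA1 (294) and rare in ZMAT3 (1) and PHF7 (2).

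**Figure D3:**
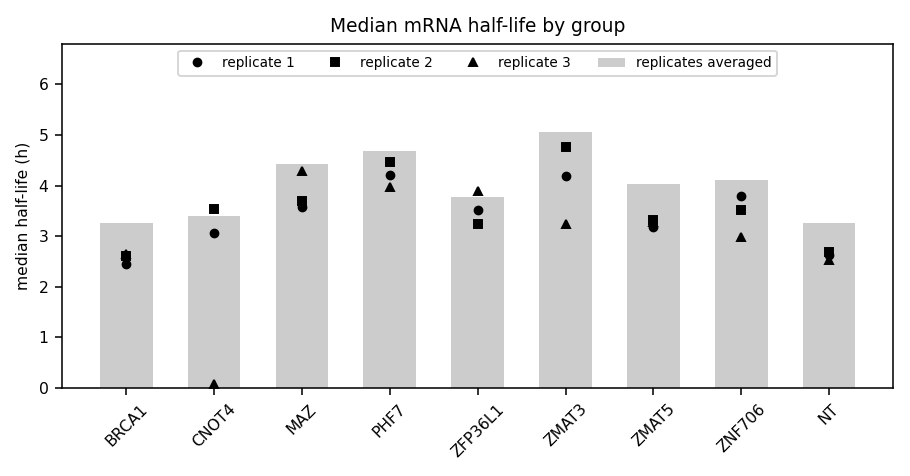
Median half-life in hours over all mRNAs with one in each arm, as bars for averaged replicates and points for curves from the libraries of a single replicate number. The bars of ZMAT3 (5.06 h) and PHF7 (4.68 h) stand above NT (3.27 h), and the lone low point of CNOT4 is 0.0727 h.

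BRCA1 is best known for DNA repair. Few mRNAs moved: 5 rose and 5 fell of 12735 tested, with 877 at an unadjusted p under 0.05. ZNF503, a zinc-finger repressor, fell from 866 to 503 CPM (log2 −0.79, SE 0.086, adjusted p = 4.1e-07). TMED10, a cargo receptor of the early secretory pathway, fell by 0.97 on the log2 scale, and MYL12A (−0.73), the pro-apoptotic PMAIP1 (NOXA, −0.67) and the saposin precursor PSAP (−0.49) fell too. COX7C, a subunit of cytochrome c oxidase, rose by 0.66 (log2, SE 0.098, adjusted p = 2.3e-04), beside CPNE1 (0.92), S100A11 (0.85), TPM4 (0.54) and ARPC3 (0.50). Ribosomal protein mRNAs rose as a list (median 0.08 over 82 genes, 0 called over all genes, 7 up and 0 down adjusted over the list alone, adjusted p = 3.7e-06), which was lost at adjusted p = 0.14 with an estimated correlation. Stress response mRNAs passed as higher than other mRNAs (28 genes, median 0.06, 0 called, 0 adjusted over the list alone, adjusted p = 0.032), lost at adjusted p = 0.109 with an estimated correlation. G2/M mRNAs passed as lower than other mRNAs (31 genes, median −0.15, 0 called, 0 adjusted over the list alone, adjusted p = 0.0045) and held with an estimated correlation (adjusted p = 0.017). No mRNA was called for decay by edgeR (509 at an unadjusted p under 0.05) or by limma. The smallest p values, not passing, were those of the cohesin release factor WAPL, with 0.684 against 0.273 per h in NT, and of the m6A reader YTHDF1, with 0.201 against 0.566 per h, both at adjusted p = 0.0515. SLC35A2, a UDP-galactose transporter, followed (adjusted p = 0.0804). NCAM1 and an unnamed gene with shared bases, ENSG00000269242 (39.3% multimapped), named after their values were seen, differed between chase times (adjusted p = 0.0072 and 0.0209). NCAM1 stood −6.66 from NT at 4 h and 2.29 at 8 h. DESeq2 called 59 genes, and the 0 h libraries alone gave 0.

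CNOT4 links ubiquitin signalling to deadenylation, and the comparison asks which mRNAs depend on it, with the reservation that its own mRNA was not lower. Of 13308 mRNAs, 1794 rose and 1794 fell. BAX, a pore-forming apoptosis protein, fell from 183 to 9.46 CPM (log2 −4.39, SE 0.32, adjusted p = 2.9e-12). TVP23B (−4.61) and PIGY (−8.05, an interval of 3 bases shared with another gene) fell, with the unnamed genes ENSG00000267697 (2 bases, shared) and ENSG00000281039 (shared), as did SMN1 (−5.98), where 99.95% of reads were multimapped and a near-identical copy exists. RPS10 of the small ribosomal subunit rose by 4.83 (SE 0.44, adjusted p = 4.0e-10), beside FAM229A (5.40), ZNF462 (7.95) and NBPF14 (8.49, 85.6% multimapped), the last pair with no read in 11 of 12 NT libraries. ENSG00000258677 and ENSG00000257065 (shared bases) complete the rises. Heat shock mRNAs fell as a list of 17 (median −0.53, 3 up and 9 down, the same adjusted over the list alone, adjusted p = 3.4e-06, adjusted p = 0.0276 with an estimated correlation), led by HSPA1B (−2.11), the mitochondrial chaperone HSPD1 (−1.82), FKBP4 (−1.37) and AHSA1 (−1.24). Ribosomal protein mRNAs rose (82 genes, median 0.57, 50 up and 8 down, 53 and 11 adjusted over the list alone, adjusted p = 1.5e-15, adjusted p = 0.367 with an estimated correlation), with RPS27 at 4.37, RPS26 at 4.32 and RPS13 at 4.21. Some members stood below NT at 8 h, while RPS10 stood at 1.29. RPL3 stood at 4.37, 4.05 and 4.00 at 0, 2 and 4 h but −1.04 at 8 h, and RPS26, RPS12, RPL36A, RPS7 and RPLP1 also turned negative at 8 h, the 6 smallest of 76 calls for a difference that depends on chase time, named after their values were seen. Across the 12 libraries, ZNF-named mRNAs rose (427 genes, median 0.38, also with 6 genes at their bound, 60 up and 14 down, 48 and 9 adjusted over the list alone, adjusted p = 0.0405, adjusted p = 0.613 with an estimated correlation). ZNF214 was at least 127-fold and ZNF682 at least 55.1-fold higher, and ZNF154, with 1 NT read and 91.9% multimapped reads, is given no fold.

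Decay in CNOT4 was slower for 4 mRNAs and faster for 0 (edgeR, 556 of 6914 at an unadjusted p under 0.05), while limma called 0. The 8 h libraries, which stood apart in multimapped reads and T positions per read, enter each of these slopes. BTG1, an antiproliferative partner of CCR4-NOT, lost label at 0.151 per h against 0.640 in NT (SE of the difference 0.094, adjusted p = 0.0265) and its level rose by 0.77. MAT2A, which makes S-adenosylmethionine, stood at 0.300 against 0.603 per h (adjusted p = 0.0265), and the autophagy gene ATG16L1 at 0.282 against 1.05 (adjusted p = 0.026). RCHY1, a ubiquitin ligase outside the naming rule, was the fourth. Of the mRNAs named here and below as slower, ATG16L1, PPT2-EGFL8, CENPQ, ALKBH1, ZNF3, DGKH and ENSG00000264324 had a mean conversion rate of 0 in NT at 8 h, and PPT2-EGFL8 and ENSG00000264324 also at 4 h. Their NT rates are fitted over these zeros and depend on the model. Immediate-early mRNAs lost label more slowly as a list (20 genes, median −0.171 per h, 1 slower, 5 adjusted over the list alone, adjusted p = 0.00597), a call lost at adjusted p = 0.973 with an estimated correlation. Half-lives of this list were longer than in NT by 0.31 (log2, 20 genes), against 0.23 over all mRNAs. Against the other 7 knockdowns no mRNA was called for decay. Without the 2 h replicate 3 library, 15 were called slower and expression calls rose to 4744.

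MAZ, a transcription factor with a proposed second role in mRNA stability, gave 696 higher and 475 lower mRNAs of 13398. Stress response mRNAs rose, led by CHAC1, a glutathione-degrading enzyme downstream of ATF4 (log2 3.05, SE 0.65, adjusted p = 0.0015), NUPR1 (6.61, with no read in 11 NT libraries), the cystine transporter SLC7A11 (0.95) and asparagine synthetase ASNS (0.93, SE 0.092, adjusted p = 4.2e-09). The stress list held 28 genes, 10 up and 0 down (13 and 0 adjusted over the list alone), with median 0.32, adjusted p = 1.5e-05 and adjusted p = 0.00106 with an estimated correlation. G2/M mRNAs fell (31 genes, median −0.15, 0 up and 3 down, 0 and 8 adjusted over the list alone, adjusted p = 1.5e-05, adjusted p = 0.00106 with an estimated correlation), with ANLN at −0.75, MKI67 at −0.55 and UBE2C at −0.53. G1/S mRNAs fell too (33 genes, median −0.11, 1 up and 6 down, 2 and 6 adjusted over the list alone, adjusted p = 0.00754, adjusted p = 0.0728 with an estimated correlation), with the nucleotide reductase subunit RRM2 at −0.60, CDC25A at −0.60 and UHRF1 at −0.60 but RFC2 at 0.38. Heat shock mRNAs fell (17 genes, median −0.14, 0 up and 4 down, the same adjusted over the list alone, adjusted p = 6.8e-05, adjusted p = 0.0105 with an estimated correlation), including FKBP4 (−0.64), HSPA4L (−0.53), HSPA1B (−0.50) and HSP90AB1 (−0.27). Decapping and decay factors fell (42 genes, median −0.12, 1 up and 3 down, 1 and 4 adjusted over the list alone, adjusted p = 0.0233, adjusted p = 0.0349 with an estimated correlation), with LSM7 at −0.76, DCP1A at −0.63 and LSM4 at −0.27 against DDX6 at 0.33. Among single mRNAs, DPM2 of mannose donor synthesis fell by 1.45 (SE 0.23, adjusted p = 3.3e-05), beside the leukotriene receptor LTB4R (−1.67), FUOM (−1.56), the autophagy protease ATG4D (−1.47) and the kinase SRC (−1.45). The lipase inhibitor G0S2 (2.43), ZNF829 (2.18), glycophorin GYPC (1.63), the ciliary gene CC2D2A (1.54) and ENSG00000241962 (2.26, shared bases) rose.

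Ribosomal protein mRNAs rose in MAZ (82 genes, median 0.30, 41 up and 2 down, 45 and 3 adjusted over the list alone, adjusted p = 2.7e-17, adjusted p = 0.152 with an estimated correlation), including RPS10 (0.88), RPL12 (0.87), RPS28 (0.87) and RPS26 (0.86). Oxidative phosphorylation mRNAs rose (73 genes, median 0.22, 25 up and 3 down, 26 and 3 adjusted over the list alone, adjusted p = 3.4e-05, adjusted p = 0.375 with an estimated correlation), with COX7C at 0.85 and NDUFA13 at 0.62 against NDUFB7 at −1.19 and NDUFS7 at −0.64. In the decay test the same list passed towards faster loss relative to other mRNAs (73 genes, 0 called, 0 adjusted over the list alone, median 0.0209 per h, adjusted p = 0.0383, adjusted p = 0.973 with an estimated correlation). In the single-gene test, 3 mRNAs lost label more slowly and 0 faster (edgeR, 511 at an unadjusted p under 0.05, limma 0). With each library centred on its median gene, 4 were slower and 9 faster. The 3 called without centring were ATG16L1, at 0.321 against 1.10 per h in NT (adjusted p = 0.003), RCHY1, at 0.304 against 0.698 (adjusted p = 0.0098), and ENSG00000264324. In BRCA1 the first pair stood at 0.340 and 0.306 per h, close to MAZ (unadjusted p = 0.888 and 0.984). Markers of other cell types had a median of 3.22 over 6 measured genes and did not pass, also with 1 gene at its bound. The 0 h libraries alone gave 71 expression calls, and with the other 7 knockdowns as control 263 of the 1171 calls were kept in the same direction.

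PHF7, a ubiquitin ligase for histone H2A with a suspected part in decay, gave 518 higher and 603 lower mRNAs of 13324. Ribosomal protein mRNAs fell (83 genes, median −0.25, also with 1 gene at its bound, 1 up and 30 down, 3 and 36 adjusted over the list alone, adjusted p = 2.4e-22, adjusted p = 0.0858 with an estimated correlation), with RPS9 at −1.41, RPS24 at −1.13 and RPLP1 at −0.94, while RPL3L was at least 20.9-fold higher. Interferon-stimulated mRNAs rose (23 genes, median 0.78, also with 4 genes at their bound, 6 up and 0 down, the same adjusted over the list alone, adjusted p = 0.0295, adjusted p = 0.194 with an estimated correlation). IFIT2 was at least 35.6-fold, ISG20 at least 32.8-fold and DDX60 at least 21.4-fold higher, from 122 to 203 reads each, and IFI35, with 2 NT reads, is given no fold. Oxidative phosphorylation mRNAs passed as lower than other mRNAs (73 genes, median −0.04, 5 up and 8 down, 5 and 9 adjusted over the list alone, adjusted p = 0.0045, adjusted p = 0.59 with an estimated correlation), with NDUFB7 at −1.29, ATP5ME at −0.98, ATP5F1D at −0.79 and ATP5MF at −0.71. The mRNAs of minor spliceosome proteins fell as a list (22 genes, median −0.16, 0 up and 2 down, the same adjusted over the list alone, adjusted p = 0.023, adjusted p = 0.191 with an estimated correlation), with SNRNP35 at −1.12 and SF3B5 at −0.49. ZNF-named mRNAs rose (424 genes, median 0.28, also with 2 genes at their bound, 13 up and 7 down, 11 and 5 adjusted over the list alone, adjusted p = 0.0233, adjusted p = 0.506 with an estimated correlation), with ZNF214 at least 46.5-fold higher and ZNF462 (7.11), ZNF547 (6.28) and ZNF492 (6.25) read in 1 or 2 NT libraries. The nuclear protein PTMS fell from 162 to 41.8 CPM (log2 −1.89, SE 0.15, adjusted p = 1.8e-10), beside the actin regulator CARMIL2 (−2.94), the homeobox gene UNCX (−2.08), RPRML (−2.03), the apoptosis gene HRK (−1.95) and MARVELD1 (−1.80). Metallothionein MT1F (2.19), RCBTB2 (2.09), NRM (1.96, 100% multimapped), NKX6-1 (1.86) and ZBTB25 (1.75) rose.

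Slower loss of label was called in PHF7 for 22 mRNAs and faster loss for 1. ENSG00000264324 stood at 0.0886 against 2.04 per h in NT, the readthrough PPT2-EGFL8 at 0.239 against 1.73, the centromere gene CENPQ at 0.277 against 1.38, ALKBH1 at 0.208 against 1.12 and ATG16L1 at 0.261 against 1.10 (adjusted p = 2.3e-04). PTPMT1, a mitochondrial phosphatase, lost label faster, with a half-life of 3.45 h against 9.53 h (0.288 against 0.0850 per h, adjusted p = 0.0433), and its level fell by 1.34, but limma turned the direction of its change in rate. Immediate-early mRNAs lost label more slowly (23 genes, median −0.127 per h, 1 slower, IER5, and 6 adjusted over the list alone, adjusted p = 0.0206, adjusted p = 0.973 with an estimated correlation), as did reported ZFP36-family targets (12 genes, median −0.132 per h, 0 called, 4 slower adjusted over the list alone, adjusted p = 0.0449, adjusted p = 0.489 with an estimated correlation). The list test compares differences per h, not ratios of half-lives. Half-lives of these lists were longer than in NT by 0.45 (log2, 23 genes) and 0.38 (11 genes). Neither exceeded the 0.46 over all mRNAs. Without PHF7 8 h replicate 3, expression calls rose to 1922 and decay calls to 34. None of the decay calls stood against the other 7 knockdowns.

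The libraries labelled ZFP36L1, in which that mRNA was higher and not lower, gave the most calls: 2877 mRNAs higher and 2419 lower of 13253. ZFP36L1 ends the life of AU-rich mRNAs, and the question was which mRNAs its loss would preserve, so no direction here can be read as an effect of its loss. Ribosomal protein mRNAs rose (82 genes, median 1.09, 71 up and 0 down, the same adjusted over the list alone, adjusted p = 4.0e-112, adjusted p = 4.7e-04 with an estimated correlation). All 12 libraries held more multimapped reads than those of NT (9.21% to 12.4% against 6.66% to 6.91%). Members with under 5% multimapped reads had a median of 0.68. RPS10 rose from 16.2 to 1067 CPM (log2 6.05, SE 0.16, adjusted p = 1.2e-25), beside RPS13 (5.65, an interval of 46 bases, 88.2% multimapped), RPS26 (5.57) and RPS27 (5.52). Oxidative phosphorylation mRNAs rose (73 genes, median 0.32, 43 up and 12 down, 44 and 12 adjusted over the list alone, adjusted p = 0.00754, adjusted p = 0.517 with an estimated correlation), with NDUFV2 at 1.68, COX6B1 at 1.37, COX7C at 1.36 and NDUFB11 at 1.28. Heat shock mRNAs fell (17 genes, median −0.28, 5 up and 8 down, the same adjusted over the list alone, adjusted p = 0.00754, adjusted p = 0.0317 with an estimated correlation), with HSPA1B at −1.74, HSPD1 at −1.03, the co-chaperone BAG3 at −1.02 and AHSA1 at −1.01. COMMD3-BMI1, a readthrough transcript with shared bases, rose by 7.35, with ENSG00000258677, ENSG00000256618 (99.1% multimapped) and ENSG00000256045 (35.7% multimapped). PIGY (−6.34) and SMN1 (−4.51), both with the limits given for CNOT4, the calsyntenin CLSTN3 (−3.99) and TVP23B (−3.82) fell, with ENSG00000267697 and ENSG00000281039. Fold changes of CNOT4 and of these libraries correlated across genes at r = 0.876, beside 0.877 for PHF7 and ZMAT3, the highest of the 28 pairs of knockdowns, where genes are not independent replicates and NT is shared.

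Decay in the libraries labelled ZFP36L1 was slower for 5 mRNAs and faster for 1. PPT2-EGFL8 stood at 0.397 against 1.39 per h in NT (adjusted p = 0.0139), ATG16L1 at 0.312 against 1.05, the lipid kinase DGKH at 0.305 against 0.884 and RCHY1 at 0.296 against 0.697 (adjusted p = 0.0024). ENSG00000264324 was the fifth. SETD5, a chromatin regulator, lost label faster, at 0.395 against 0.211 per h (SE of the difference 0.030, adjusted p = 0.0029), although its level rose by 1.36. Immediate-early mRNAs lost label more slowly (20 genes, median −0.0753 per h, 0 called, 5 slower and 1 faster adjusted over the list alone, adjusted p = 0.0201, adjusted p = 0.973 with an estimated correlation), as did ZFP36-family targets (11 genes, median −0.0496 per h, 0 called, 3 slower adjusted over the list alone, adjusted p = 0.0367, adjusted p = 0.489 with an estimated correlation). Half-lives of these lists were longer than in NT by 0.18 (log2, 20 genes) and 0.20 (11 genes), against 0.14 over all mRNAs. The pooled slope, read with the same reservation, did not differ from NT (adjusted p = 0.759).

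ZMAT3 was knocked down to test a p53-induced RNA-binding protein, and 731 mRNAs rose and 632 fell of 13307. OAZ1, the antizyme that restrains polyamine synthesis, fell from 1657 to 431 CPM (log2 −1.94, SE 0.048, adjusted p = 1.5e-25), while SAT1, which acetylates polyamines, rose from 42.6 to 100.02 CPM (log2 1.246, SE 0.19, adjusted p = 1.5e-05). Heme oxygenase HMOX1 fell from 195 to 42.1 CPM (log2 −2.19, SE 0.19, adjusted p = 2.7e-10), beside the protease inhibitor SERPINE2 (−1.87) and the protocadherins PCDHGA2 and PCDHGC3, which share their 3′ UTR (−1.74). HMGN4 (1.49), the mitochondrial GATB (1.253), the exporter SLC47A1 (1.18), METTL21A (1.12) and TVP23B (1.11) rose. Oxidative phosphorylation mRNAs passed as lower than other mRNAs (73 genes, median −0.05, 5 up and 16 down, 7 and 16 adjusted over the list alone, adjusted p = 2.8e-05, adjusted p = 0.299 with an estimated correlation), with NDUFB7 at −1.23, ATP5ME at −1.02 and ATP5MF at −0.73. Ribosomal protein mRNAs passed as lower than other mRNAs, although their median was 0.01 (82 genes, 12 up and 12 down, 12 and 13 adjusted over the list alone, adjusted p = 0.0233, adjusted p = 0.657 with an estimated correlation), with RPS9 at −1.06, RPLP1 at −0.76 and RPS24 at −0.62 but RPL21 at 0.61. ZNF-named mRNAs (median 0.25, also with 2 genes at their bound) did not pass (adjusted p = 0.108) but would with an estimated correlation (adjusted p = 0.0472). The 0 h libraries alone gave 52 calls, and with the other 7 knockdowns as control 255 of the 1363 calls were kept in the same direction.

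Slower loss of label was called for 42 mRNAs in ZMAT3, the most of any knockdown. PPT2-EGFL8 stood at 0.319 against 1.67 per h in NT, CENPQ at 0.362 against 1.37, ALKBH1 at 0.242 against 1.12, ZNF3 at 0.315 against 1.18 and ATG16L1 at 0.312 against 1.10 (SE of the difference 0.11, adjusted p = 3.5e-04). OAZ1 lost label faster, the single such call, with a half-life of 3.56 h against 14.8 h (0.231 against 0.0499 per h, SE of the difference 0.021, adjusted p = 9.9e-06). Immediate-early mRNAs lost label more slowly (22 genes, median −0.0804 per h, 3 slower, 6 adjusted over the list alone, adjusted p = 0.0201, adjusted p = 0.973 with an estimated correlation), with the NF-κB inhibitor NFKBIA, IER5 and the survival gene MCL1 called. Reported ZFP36-family targets did too (12 genes, median −0.144 per h, 1 slower, MCL1, and 5 adjusted over the list alone, adjusted p = 0.0201, adjusted p = 0.489 with an estimated correlation). Against a median change of −0.029 per h over all mRNAs, oxidative phosphorylation mRNAs passed towards faster loss (73 genes, median 0.00436 per h, 0 called, 0 adjusted over the list alone, adjusted p = 0.00597, adjusted p = 0.973 with an estimated correlation), as did ribosomal protein mRNAs (78 genes, median 0.000337 per h, 0 called, 0 adjusted over the list alone, adjusted p = 0.0206, adjusted p = 0.973 with an estimated correlation). Half-lives of these lists were longer than in NT, by 0.44 (log2, 31 genes) and 0.43 (45 genes). Those of immediate-early mRNAs and ZFP36-family targets were longer by 0.43 (22 genes) and 0.44 (12 genes). All of these lay below the 0.54 over all mRNAs. Fits without 1 replicate number called 7 to 9 mRNAs, of which 4 to 7 were among the 43, 37 of them tested. With each library centred on its median gene, 80 were slower and 250 faster. Of the 43 only OAZ1 was kept against the other 7 knockdowns.

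ZMAT5 belongs to the minor (U12) spliceosome, and its knockdown gave 695 higher and 555 lower mRNAs of 13149. EIF5A, a translation factor that carries hypusine, fell from 764 to 194 CPM (log2 −1.98, SE 0.099, adjusted p = 2.4e-17). MRPL28 of the mitochondrial ribosome fell by 1.96, and SCAF1 (−1.95), DPM2 (−1.86), the cytochrome CYP1B1 (−1.85) and P2RY11 (−2.40, shared bases) fell too. The water channel AQP3 rose by 2.76 (log2, SE 0.61, adjusted p = 0.0019), beside DPYSL3 (2.74), ZNF853 (2.10), SLC35G2 (1.95) and the elongation factor EEF1A2 (1.95, SE 0.34, adjusted p = 7.6e-05). Ribosomal protein mRNAs rose (82 genes, median 0.27, 32 up and 1 down, 39 and 1 adjusted over the list alone, adjusted p = 5.4e-12, adjusted p = 0.0858 with an estimated correlation), with RPL12 at 1.08, RPS19 at 0.83 and RPS10 at 0.82 but RPS9 at −0.77. Genes with a U12-type intron did not pass here or elsewhere (lowest adjusted p = 0.152, in CNOT4). Decay was slower for 4 mRNAs and faster for 1. RCHY1 stood at 0.202 against 0.701 per h in NT (SE of the difference 0.067, adjusted p = 1.8e-04), PPT2-EGFL8 at 0.210 against 1.63, CENPQ at 0.2595 against 1.38 and the polymerase subunit POLR1B at 0.320 against 0.764. PITHD1 lost label faster, with a half-life of 1.94 h against 5.97 h (0.475 against 0.163 per h, adjusted p = 0.0216), and its level fell by 1.37. Immediate-early mRNAs lost label more slowly (22 genes, median −0.113 per h, 0 called, 5 slower and 1 faster adjusted over the list alone, adjusted p = 0.0383, adjusted p = 0.973 with an estimated correlation). Markers of other cell types had a median of 1.77 over 6 genes, also with 1 gene at its bound, and did not pass (adjusted p = 0.0984). Half-lives of immediate-early mRNAs were longer than in NT by 0.46 (log2, 22 genes), against 0.37 over all mRNAs. The 0 h libraries alone gave 107 expression calls.

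ZNF706 is a small zinc-finger protein of little known function, and its knockdown gave the fewest calls after BRCA1, 373 higher and 300 lower of 13072. NDUFB7 of respiratory complex I fell from 89.2 to 27.9 CPM (log2 −1.70, SE 0.16, adjusted p = 1.1e-09). CARMIL2 (−2.11), DPM2 (−1.73), FUOM (−1.70), the dicarboxylate carrier SLC25A10 (−1.65, shared bases) and MRPL28 (−1.64) fell. PPCDC of coenzyme A synthesis rose by 1.31, beside TMEM184C (1.26), the Ras pathway inhibitor SPRED2 (1.08), KLF11 (1.07), GPR89A (1.07) and HLA-E (1.06, 99.96% multimapped). Ribosomal protein mRNAs rose (83 genes, median 0.29, also with 1 gene at its bound, 34 up and 1 down, 40 and 2 adjusted over the list alone, adjusted p = 5.6e-20, adjusted p = 0.0209 with an estimated correlation), with RPL13A at 0.77 and RPS19 at 0.75 but RPS9 at −0.79. EIF4G2, a translation initiation factor, lost label faster, with a half-life of 3.90 h against 10.8 h (0.210 against 0.0628 per h, SE of the difference 0.022, adjusted p = 0.0016), and its level fell by 1.61. Slower loss was called for 0 mRNAs by edgeR, with 546 of 7328 at an unadjusted p under 0.05 either way, and limma called 0 in all. The 0 h libraries alone gave 54 expression calls and DESeq2 1064.

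**Figure D4:**
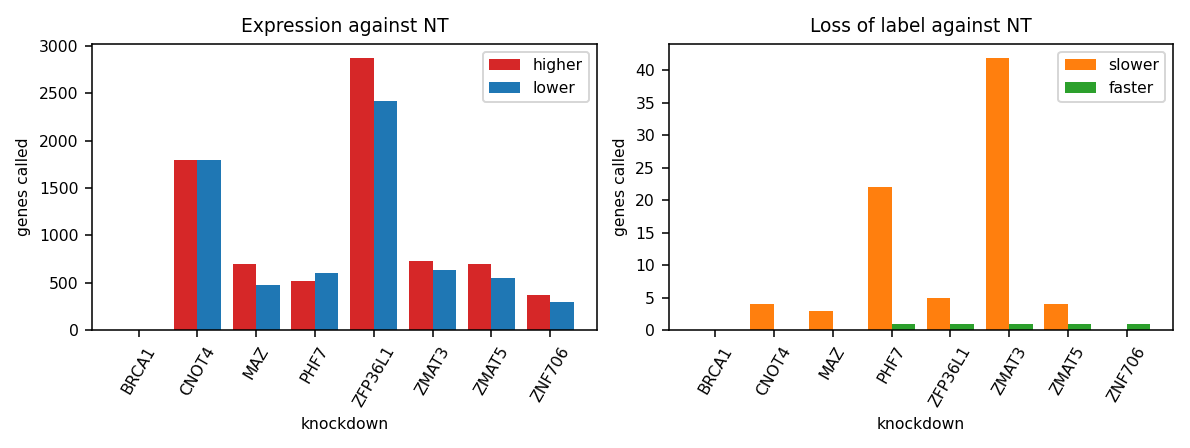
Number of genes called against NT per knockdown, for expression (left, higher and lower) and for loss of T>C label (right, slower and faster). Expression calls are most in the libraries labelled ZFP36L1 (2877 higher and 2419 lower) and decay calls in ZMAT3 (42 slower and 1 faster).

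The difference from NT depended on chase time in 2 mRNAs in BRCA1 and 76 in CNOT4. In MAZ, PHF7, ZMAT3, ZMAT5, ZNF706 and the libraries labelled ZFP36L1, edgeR called 0, with 678 to 1161 at an unadjusted p under 0.05, and without the low-count filter it called 4 to 48.

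**Figure D5:**
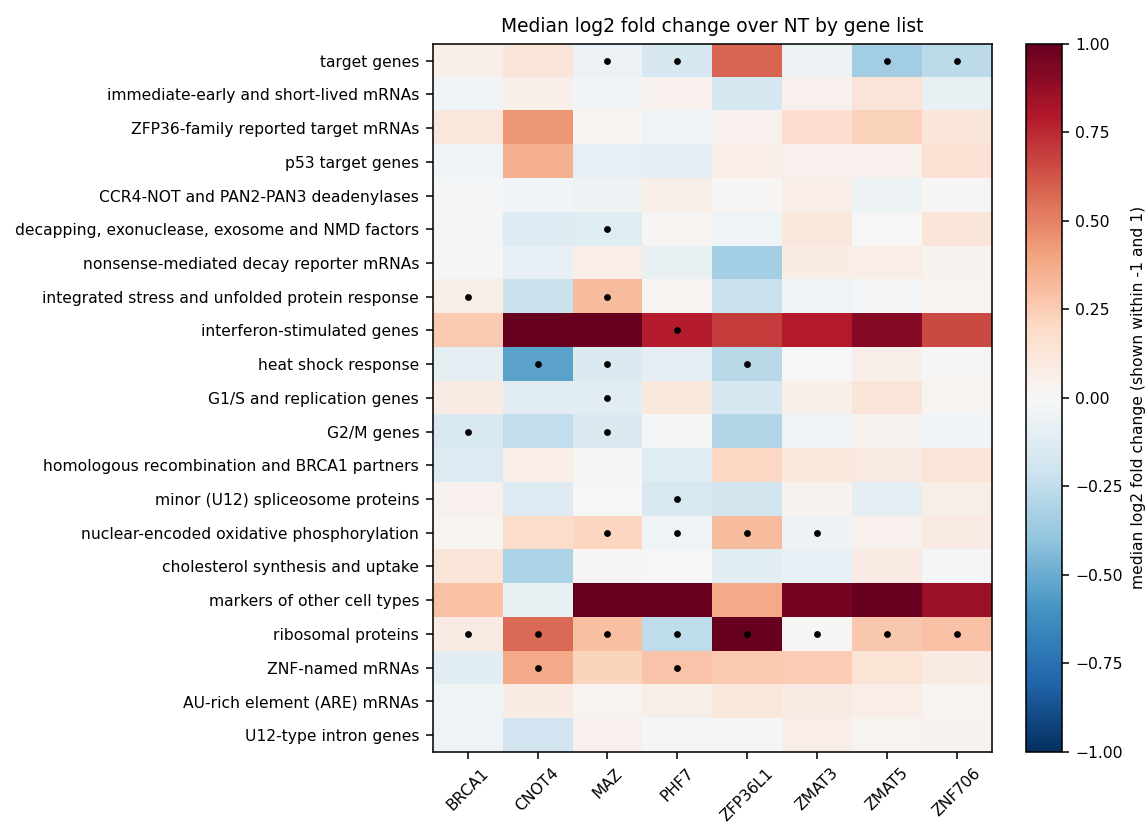
Median log2 fold change over NT of each gene list (rows of the map) in each knockdown (columns), shown within −1 and 1, with a dot where camera passed at the preset correlation. Ribosomal proteins passed in all 8 knockdowns, higher in 6 of them and lower in PHF7 and ZMAT3, where 12 members were up and 12 down, but with an estimated correlation in ZNF706 (adjusted p = 0.0209) and the libraries labelled ZFP36L1 (adjusted p = 4.7e-04) alone.

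The list of targeted genes passed as lower in MAZ (adjusted p = 3.4e-10, with an estimated correlation adjusted p = 4.7e-04), PHF7 (0.0371 and 0.273), ZMAT5 (1.3e-05 and 0.00538) and ZNF706 (1.8e-04 and 0.00956). It holds the mRNA each hairpin aims at and is not read as a result of its own, and in PHF7 its single called member was MAZ. Among the lists that passed in no knockdown for expression, the lowest adjusted p was 0.0616 for NMD reporter mRNAs, 0.0727 for cholesterol genes, 0.0781 for immediate-early mRNAs, 0.0936 for homologous recombination genes (in BRCA1), 0.0984 for markers of other cell types, 0.152 for ZFP36-family targets, 0.176 for deadenylases, 0.239 for p53 targets and 0.476 for mRNAs with an AU-rich element. In CNOT4 the change from NT was 0.0186 per h more towards slower loss in mRNAs with TATTTAT than in those without. This was rank 1 of 21 heptamers. TATTTAT ranked 2 in ZMAT3, 3 in MAZ, PHF7, ZMAT5 and the libraries labelled ZFP36L1, 4 in ZNF706 and 8 in BRCA1. Genes are not independent replicates, so the rank is a description of these libraries. Across knockdowns, COX7C rose in all 8, and BUD31, ANAPC11 and GEM rose in the 7 other than BRCA1, while 28 mRNAs, among them OAZ1, EIF5A, NCL, TRIM28, EIF4A1, SQLE and ID3, fell in those 7, all named after their values were seen. All 8 comparisons share the 12 NT libraries, which adds to such overlaps.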

Values the study reported

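The study reported longer half-lives for the targets of 6 of its 9 candidate proteins after their knockdown, and no significant shift for those of CNOT4. It required hairpins to lower their target by at least 50% by qPCR. Genes counted as differential at an FDR below 0.05 and a fold change above 20%, and half-lives were kept at a CPM above 5 and an R² above 0.6.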

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

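Chosen only after the results were seen were the half-life test with BRCA1 as control, the test for few distinct molecules, the division of NT and the simulations beside it, the count without the list of targeted genes, the test of the 4 faster mRNAs against the other 7 knockdowns, the second search for heptamers and the splits of the BRCA1 comparison. The number of splits was raised to 100 for each knockdown after a smaller draw had been seen.

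By an interaction test, which shows a difference between time points, the change from NT depended on chase time in 76 mRNAs in CNOT4. In BRCA1 the same test called 2 mRNAs, NCAM1 and ENSG00000269242. The share of multimapped reads, a quantity outside the comparisons of the report, was 10.9% in the libraries labelled ZFP36L1 (mean of 12, 9.21% to 12.4%), each above all 12 NT libraries (6.66% to 6.91%). Groups of 3 libraries are too small for the test of single outlying samples.

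The first pattern is slower loss of label than in NT, called for 80 pairs of mRNA and knockdown. With it goes a median half-life longer in each replicate-wise curve in 6 knockdowns. However, fewer mRNAs were slower than faster in MAZ (46.0%) and the libraries labelled ZFP36L1 (44.02%). The pooled rate fell faster than in NT in both and in ZNF706. In PHF7 it did so only with the shallow 8 h replicate 3 library. With BRCA1 in place of NT, the half-life shift stayed above 0.5 of its size in 6 of 6, which argues against chance values of the NT libraries as the cause of that shift. For the single calls this stays open: of the 74 pairs tested against BRCA1, 27.0% were slower at an unadjusted p under 0.05 and 1 was called; RCHY1 and ATG16L1, slower in 6 and 5 knockdowns, stood in BRCA1 at 0.306 and 0.340 per h against 0.698 and 1.10 in NT (fits with MAZ); and with NT divided into 2 parts 797 and 1029 pairs were called slower, 69 of them shared, while 8 simulations without any effect gave at most 1 decay call and 0 mRNAs slower in 2 or more arms. Few distinct molecules behind the NT reads may contribute. Genes detected in 1 of 12 libraries had a median of 0.308 CPM where seen in NT, 2.68 times the median of the 6 knockdowns. It was 0.437 in BRCA1 and 0.834 in CNOT4, whose median half-life was longer. This CPM also depends on depth, so it cannot tell few molecules from fewer reads. The median was 3 reads in NT and 2 in each of the 6. Over 100 CPM the shift was under 0.5 of that over 5 CPM in 2 of the 6. That leaves the explanation open under bounds that had to be passed by over 1 SD, a condition set after the values were seen. An effect of the knockdowns was not tested apart from these explanations, because depth differs between the same arms. Labelling at 0 h differs too, except in the libraries labelled ZFP36L1 (1.77% against 1.75% in NT).

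The second pattern is the rise of ribosomal protein mRNAs in CNOT4 and in the libraries labelled ZFP36L1. Shorter aligned reads, which cross fewer exon junctions, could raise mRNAs with short last exons, and other mRNAs with a last exon under 150 bases stood above those over 500 bases by 0.39 (log2) in CNOT4, 0.36 in the libraries labelled ZFP36L1 and 0.20 in MAZ, between the bounds set for this test. Reads shared with pseudogenes or other copies stay open as well, because ribosomal protein mRNAs with under 5% multimapped reads had a median of 0.29 in CNOT4, under the bound of 0.5 that would count against it, and 0.68 in the libraries labelled ZFP36L1. A difference in how the libraries were made was not tested, and the 6 ribosomal protein mRNAs named in the report for their dependence on chase time were below NT in the 8 h libraries of CNOT4, which hold fewer multimapped reads than its others. An effect of the targeted proteins stays untested, since neither mRNA was lower.

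The third pattern is 4 mRNAs besides the target that were lower and lost label faster, OAZ1 in ZMAT3, EIF4G2 in ZNF706, PITHD1 in ZMAT5 and PTPMT1 in PHF7, although other knockdowns also reached −0.65, −0.855, −0.88 and, for PTPMT1 in CNOT4, −1.35 in expression (log2 against NT). Against the other 7 knockdowns 4 of 4 were lower in expression (log2 −1.52, −1.34, −1.14 and −1.31, adjusted p = 3.4e-25, 4.7e-11, 2.5e-07 and 6.7e-06), which argues against chance values of the shared NT libraries for the lower level, while faster loss passed against them in OAZ1 and PITHD1 (adjusted p = 0.0139 and 0.0471) and not in EIF4G2 (0.405) or PTPMT1 (1). Pairing of the hairpin through its seed may lower an unintended mRNA, and the most enriched heptamer in 3′ UTRs of lower mRNAs lay in both the target's transcript and that mRNA in 0 of 4 knockdowns, but this search is void, because its heptamers were runs of A (CAAAAAA, AAAAAAG and AAAAAAA) in 5423 to 7224 genes, which the 4 searches share. A second search, setting aside what the 4 share, found 1 of 4 (TACAGAA in PHF7 and PTPMT1, in 3358 genes), with GGGTGGG, TACCGCG and ACGACAA in the other knockdowns, so pairing stays open. An effect of the targeted proteins on these mRNAs stays open and untested.

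To ask whether chance divisions of the libraries give as many calls, 100 splits were drawn per knockdown, the real one included. They divide the 24 libraries of that knockdown and NT within chase times. Chance is called excluded at a share under 0.05, which is not adjusted over counts and knockdowns. Where another split gave as many or more, this is weak evidence. For expression, chance is excluded in all 8 knockdowns, each real count being reached by 1 of the 100: 10 against a highest other of 1 in BRCA1, 3588 against 0 in CNOT4, 1171 against 0 in MAZ, 1121 against 0 in PHF7, 5296 against 1874 in the libraries labelled ZFP36L1, 1363 against 0 in ZMAT3, 1250 against 97 in ZMAT5 and 673 against 112 in ZNF706. For decay, chance is excluded in CNOT4 (4 against 1), MAZ (3 against 0), PHF7 (23 against 21), ZMAT5 (5 against 2) and the libraries labelled ZFP36L1 (6 against 1), each reached by 1 split, and in ZMAT3, where the 43 calls were reached by 2 and another split called 1207, which points to a structure of the samples. This concerns the counts as a whole, and for the single slower calls chance values of NT stay open, as said above. It is not excluded in ZNF706 (1 against 16, reached by 8, also a structure of the samples) or in BRCA1 (0 by edgeR and limma, 509 by edgeR at an unadjusted p under 0.05, highest other 3, reached by 100).

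For a difference that depends on chase time, chance is excluded in CNOT4, whose 76 calls were reached by 2 of the 100 splits, but another split called 194, which points to a structure of the samples. It is not excluded in BRCA1, whose 2 calls were reached by 6, with 16 as the highest other. In the 6 other knockdowns edgeR called 0, which all 100 reach, with 678 to 1161 at an unadjusted p under 0.05 and highest others of 14 in MAZ, 0 in PHF7, 914 in the libraries labelled ZFP36L1, 57 in ZMAT3, 1 in ZMAT5 and 6 in ZNF706. Splits of BRCA1, MAZ, ZMAT3, ZMAT5, ZNF706 and the libraries labelled ZFP36L1 also gave more calls than the real one. A structure of the samples may lie behind these and the other splits with more calls, but this was not tested.

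For lists passing in expression, chance is excluded in PHF7 (6 against 5, reached by 1). The share was also under 0.05 in BRCA1 (3 against 3, reached by 4), CNOT4 (3 against 4, reached by 4) and MAZ (8 against 8, reached by 2). Other splits gave as many or more lists in these, so chance is not firmly excluded there. With the list that holds the targeted genes left out of the real count alone, 4 of the 100 splits gave at least the 7 other lists of MAZ and 2 the 5 of PHF7. Chance is not excluded in ZMAT3 (2 against 3, reached by 19) or ZMAT5 (2 against 4, reached by 12). The same holds for ZNF706 (2 against 3, reached by 12) and the libraries labelled ZFP36L1 (3 against 5, reached by 12). For lists passing in decay, chance is excluded in PHF7 (2 against 1) and ZMAT3 (4 against 2), each reached by 1 split. It is not excluded in CNOT4 (1 against 7, reached by 52, a structure of the samples), MAZ (1 against 2, reached by 6), ZMAT5 (1 against 3, reached by 34), the libraries labelled ZFP36L1 (2 against 4, reached by 13), BRCA1 (0 against 1) or ZNF706 (0 against 1), where all 100 reach 0 and camera gave 2 lists each at an unadjusted p under 0.05. For expression in NT at 8 h against 0 h, the 10 splits of 6 libraries are too few for a share under 0.05, with 0 genes in the real one (edgeR, 615 at an unadjusted p under 0.05, DESeq2 96) and 0 in the highest other.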

How the results depend on the processing

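Chosen only after the data were seen were the fits without CNOT4 2 h replicate 3 or PHF7 8 h replicate 3, the expression fits without the 8 h libraries, the half-lives of mRNAs over 100 CPM and DESeq2 for the targeted genes. Unless a cause is named, the cause of a change was not tested.

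Of the targeted mRNAs, MAZ and ZMAT3 kept their direction and passed under every alternative run. ZMAT5 (log2 −3.07) and ZNF706 (−0.73) did not pass in the 0 h libraries alone, where fewer samples are compared. ZNF706 also missed the threshold without replicate 1 or 3 (−1.17 to −0.84), and ZMAT5 passed without each replicate (−3.64 to −3.16). BRCA1 passed without the low-count filter (−0.90) and against the other 7 knockdowns (−1.22) but not without any replicate (−1.28 to −0.73). The rise of ZFP36L1 mRNA did not pass at 0 h (0.60), against the other 7 knockdowns (0.40) or without replicate 1 (0.59, up to 1.02 without replicate 2). CNOT4 mRNA turned to a rise at 0 h (0.26), with reads summed over chase times (0.054), without its 2 h replicate 3 library (0.134) and without replicate 2 (−0.084 to 0.0072). PHF7 mRNA turned without replicate 2 (−2.11 to 0.10).

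Counts of mRNAs called for expression moved by over 1.5 times under these alternatives. The 0 h libraries alone, with fewer samples, gave 0 in BRCA1, 1463 in CNOT4, 71 in MAZ, 209 in PHF7, 1671 in ZFP36L1, 52 in ZMAT3, 107 in ZMAT5 and 54 in ZNF706. DESeq2 gave 59 in BRCA1, 1958 in PHF7 and 1064 in ZNF706. The other 7 knockdowns as control gave 2522 in BRCA1, 6229 in CNOT4, 711 in ZMAT3, 2225 in ZMAT5 and 1371 in ZNF706. BRCA1 gave 47 without the low-count filter, 16 with reads summed over chase times and 16 without the 8 h libraries, where ZMAT5 gave 783 and ZNF706 416. Without its 8 h replicate 3 library PHF7 gave 1922. Leaving out a replicate number in both arms gave 4 to 7 in BRCA1, 1834 to 3677 in CNOT4, 509 to 632 in MAZ, 250 to 1204 in PHF7, 641 to 792 in ZMAT3, 676 to 688 in ZMAT5 and 272 to 530 in ZNF706. Of the single mRNAs named, only COX7C in BRCA1 turned, to −0.15 against the other 7 knockdowns, in which it is higher too. Of the named mRNAs, 66 no longer passed in the 0 h libraries alone and 26 did. The number no longer passing was 35, 28 and 25 without replicate 1, 2 or 3, 23 without the 8 h libraries, 22 against the other 7 knockdowns, 7 with reads summed over chase times, 3 with a replicate block, 2 with DESeq2-style size factors and 1 without the low-count filter.

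In NT, expression at 8 h against 0 h gave 96 calls with DESeq2 and 9 without the low-count filter. Calls for a difference that depends on chase time rose without that filter to 40 in BRCA1, 20 in MAZ, 4 in PHF7, 48 in ZFP36L1, 26 in ZMAT3, 4 in ZMAT5 and 12 in ZNF706. Without the doubted library they were 137 in CNOT4 and 1 in PHF7.

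Decay calls moved in 60 cases and did not in 30. The other 7 knockdowns as control gave 394 in BRCA1, 0 in CNOT4, 0 in MAZ, 0 in PHF7, 0 in ZFP36L1, 1 in ZMAT3 and 0 in ZNF706, with 506 in CNOT4, 111 in MAZ, 76 in PHF7, 101 in ZFP36L1 and 188 in ZNF706 at an unadjusted p under 0.05. Under it RCHY1 in MAZ (0.0518 per h), DGKH (0.0359), PPT2-EGFL8 (0.0952) and RCHY1 (0.0413) in ZFP36L1 and PPT2-EGFL8 in ZMAT3 (0.0055) turned to faster loss. Without the 8 h libraries, with fewer samples and a shorter chase, 0 were called in CNOT4, ZFP36L1, ZMAT3, ZMAT5 and ZNF706, 1 in MAZ and 1 in PHF7, and SLC35A2 in BRCA1 turned (0.091). Limma gave 0 in CNOT4, MAZ and ZNF706, 38 in PHF7, 78 in ZMAT3 and 8 in ZMAT5, and turned PTPMT1 in PHF7 (−0.00125). With each library centred on its median gene, 4 were called in BRCA1, 2 in CNOT4, 13 in MAZ (4 slower, 9 faster), 6 in PHF7 (5, 1), 19 in ZFP36L1 (11, 8), 330 in ZMAT3 (80, 250) and 19 in ZMAT5 (8, 11), against 3 and 0, 22 and 1, 5 and 1, 42 and 1, and 4 and 1. Without a CPM filter there were 5 in BRCA1, 24 in CNOT4, 122 in PHF7, 113 in ZFP36L1, 152 in ZMAT3, 27 in ZMAT5 and 2 in ZNF706, and over 1 CPM 60 in PHF7, 27 in ZFP36L1 and 104 in ZMAT3. Reads with a conversion over all reads gave 15 in PHF7. Without its 2 h replicate 3 library CNOT4 gave 15. Leaving out a replicate number gave 0 to 6 in CNOT4, 0 to 1 in MAZ, 0 to 10 in PHF7, 0 to 2 in ZFP36L1, 7 to 9 in ZMAT3, 0 to 5 in ZMAT5 and 0 to 2 in ZNF706.

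The NT median half-life was 2.94 h over 1 CPM, 4.23 h over 20 CPM, 2.91 h with R² over 0.8, 4.03 h with no R² minimum, 3.97 h from reads with a conversion and 2.89 h from a straight line. Shifts against NT kept their sign except in BRCA1 with a straight line (−0.0068), in CNOT4 without replicate 2 (−0.11, up to 0.40) and, over 100 CPM, in ZFP36L1 (−0.033). The straight line gave 0.024 in MAZ, 0.21 in PHF7, 0.0037 in ZFP36L1 and 0.27 in ZMAT5. Over 100 CPM the shift was 0.082 in MAZ, 0.33 in PHF7 and 0.46 in ZMAT5, which had 0.27 from reads with a conversion. In the libraries labelled ZFP36L1 it was 0.032 with no R² minimum and 0.036 over 20 CPM, and in CNOT4 0.50 with a straight line and 0.36 without 2 h replicate 3. Without a replicate number it was 0.25 to 0.48 in MAZ, 0.24 to 0.61 in PHF7, 0.081 to 0.31 in ZFP36L1, 0.21 to 0.81 in ZMAT3 and 0.33 to 0.42 in ZMAT5.

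The slope of label loss, which passed nowhere, changed sign in 12 cases. The median over genes gave −0.00040 in BRCA1, 0.0276 in PHF7 and 0.0031 in ZNF706, and in CNOT4 it passed (0.0849, adjusted p = 0.0486, up to 0.866 over its alternatives). Without the 8 h libraries it was −0.00969 in BRCA1, 0.0475 in MAZ, 0.0267 in PHF7 and 0.0138 in ZFP36L1. PHF7 without 8 h replicate 3 gave 0.0135, and ZNF706 from reads with a conversion 0.0025. Without a replicate number the range was −0.0422 to 0.0155 in PHF7, −0.0182 to 0.0151 in ZMAT3 and −0.0080 to 0.0013 in ZNF706. Labelling at 0 h in ZFP36L1 turned from above to below NT from reads with a conversion (0.833) and without replicate 2 (0.946, up to 1.07).

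With an estimated correlation, 13 lists passed for expression and 0 for decay. By half-life ratio in place of the slope, TATTTAT ranked 6 in CNOT4, 10 in MAZ, 7 in PHF7, 11 in ZFP36L1, 7 in ZMAT3, 5 in ZMAT5 and 11 in ZNF706, and from reads with a conversion 1 in ZMAT3 and 2 in ZNF706.

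Replicate numbers do not pair the samples: 0 of 96 pairs across arms had a correlation of deviations over 0.1 (median 0.0016), and 37 of 96 libraries correlated best with their own number. With a replicate block, expression calls were 9 in BRCA1, 3483 in CNOT4, 1177 in MAZ, 1128 in PHF7, 5385 in ZFP36L1, 1392 in ZMAT3, 1236 in ZMAT5 and 667 in ZNF706, and decay calls moved by over 1.5 times in PHF7 (14) and ZMAT3 (26). Depth limits PHF7 8 h replicate 3 and CNOT4 2 h replicate 3 most, since decay needs reads with conversions at every chase time.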

Other observations

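The mRNAs named in this part, apart from the targeted genes, were chosen only after their values were seen. Of the 28 mRNAs that fell in the 7 knockdowns other than BRCA1, some are given here. EIF5A, which carries the modified residue hypusine, fell by 2.03 in CNOT4, 1.98 in ZMAT5, 1.45 in ZNF706, 1.42 in the libraries labelled ZFP36L1, 1.38 in PHF7, 1.32 in MAZ and 0.95 in ZMAT3 on the log2 scale, and stood at −0.54 in BRCA1 (adjusted p = 0.148). The nucleolar protein NCL fell by 1.19 in CNOT4, and the helicase EIF4A1, with bases shared with a readthrough gene, fell by 1.19 in the libraries labelled ZFP36L1. The co-repressor TRIM28 fell by 0.77 in PHF7 and 0.75 in ZMAT5. SQLE of cholesterol synthesis fell by 1.84 in CNOT4 and ID3, an inhibitor of differentiation, by 1.34 in ZMAT5. HMOX1, outside this set, fell by 3.48 in the libraries labelled ZFP36L1, by 2.19 in ZMAT3 and by 2.04 in CNOT4. These libraries share 1 NT arm, so the same chance values of NT enter each of them, and the ZFP36L1 label does not stand for a loss of that mRNA.

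Interferon-stimulated mRNAs had a median above 0 in each knockdown. The median log2 change was 1.64 in CNOT4 (22 genes), 1.09 in MAZ (25 genes), 0.91 in ZMAT5 (22 genes), 0.79 in ZMAT3 (21 genes), 0.70 in the libraries labelled ZFP36L1 (18 genes), 0.66 in ZNF706 (22 genes) and 0.26 in BRCA1 (19 genes), the same with genes unread in NT at their bound. None of these 7 passed as a list, the lowest adjusted p being 0.0586 in CNOT4 (7 up and 1 down, the same adjusted over the list alone), and PHF7 passed only at the preset correlation. NT libraries have fewer detected genes than those of MAZ and ZMAT3, and many members of this list are near 0 reads.

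Fold changes of the 28 pairs of knockdowns correlated across genes at a median r of 0.63, where genes are not independent replicates. With the NT libraries divided between them, so that the members of a pair shared no control library, the median r was 0.23. Simulated knockdowns without any effect, each compared with 1 shared control, gave 0.49. The median covariance was 0.76 as measured, 0.52 with the NT libraries divided and 0.25 in the 8 simulations. With NT divided, it ran from 0.32 to 1.36 in pairs without BRCA1 and from −0.12 to −0.042 in pairs with it. This argues against chance values of the NT libraries as the only source of the correlation among the 7 knockdowns other than BRCA1. What sets these 7 apart from NT and BRCA1 was not tested. Among expression calls, CNOT4 and the libraries labelled ZFP36L1 shared 1414 higher mRNAs, against 350 for independent calls, and 1517 lower ones, against 333. Both share the NT libraries, so the count for independent calls is not the value without an effect. With the NT libraries divided between them, the fold changes of this pair correlated at r = 0.53.

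CNOT4 mRNA stood at 97.5% of NT. That is a smaller reduction than the one quoted from the study above. BRCA1 mRNA, at 53.4% of NT, came close to that reduction without reaching it. ZFP36L1 mRNA stood at 174% of NT. That is opposite in direction to the reduction quoted from the study above. The values here come from reads in 3′ UTRs, another assay than the qPCR named there.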
